A study of Rattus norvegicus with 6 samples.

How the data were processed

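RNA was measured in heart tissue of 6 Wistar rats, an outbred laboratory strain, 1 library per animal, and the rats were adult males per the labels. The Y-linked transcripts looked at were too low to check the sex: Ddx3y had 0 to 7 counts per library, and Eif2s3y and Usp9y were listed at 0. Per the labels, 3 rats had received doxorubicin hydrochloride, an anthracycline chemotherapy drug, by tail vein at 3.75 mg/kg each week for 4 weeks, and 3 rats had received the vehicle, 0.9% saline, on the same schedule. The tissue was kept in an RNA-preserving solution before freezing, and total RNA was extracted with phenol reagent and spin columns. Per the labels' protocols, polyadenylated RNA libraries were made with a Watchmaker kit and sequenced on an Illumina NovaSeq instrument. The part of the heart sampled, the time of day of collection, the interval after the last injection and the RNA integrity were not stated in the labels.

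The authors deposited raw read counts per annotated feature for all 6 libraries in a single table, with no normalization. The name of the deposited table gives HTSeq as the counter. The aligner, the counting mode, the use of strand, the genome build and the annotation were not stated, so no coordinates are given. The table held 18473 rows under 17487 gene symbols. There were 599 symbols that stood on several rows, 1585 rows in all and at most 14 rows for a symbol. The rows of a symbol were summed before testing, a choice made after the table was seen, and keeping the rows separate or using only symbols with 1 row were alternatives. There were 4437 symbols with 0 counts in all libraries, and 0 mitochondrially encoded symbols. Symbols were matched to a reference gene list of the assembly GRCr8 for gene spans, transcript numbers and neighbours only, and 15582 symbols (89.1%) matched.

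The total count per library ranged from 2219685 to 3508282. The smallest level called detectable was taken as 3 counts, which is 0.855 to 1.35 CPM over the libraries, CPM being counts scaled to the usual common library total. Intervals for shares of counts were Wilson intervals at the 95% level. Intervals and floors cover counting error only, because sequenced fragments without molecular identifiers are not independent molecules.

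Groups were taken from the sample labels, and the comparison was doxorubicin against vehicle, called control in what follows. The main test was edgeR's quasi-likelihood F test (edgeR 4.0.16, R 4.3.3) with an intercept and treatment and normalization by trimmed mean of M-values (TMM). The quasi-likelihood dispersions were estimated robustly, and the negative binomial dispersions of the counts were not. The alternative called non-robust dispersion below changed the quasi-likelihood step only. Low counts were removed by filterByExpr with its minimum count of 10 and minimum total count of 15. That filter kept 9205 symbols, which held 99.7% to 99.8% of each library's counts. P-values were adjusted by the Benjamini-Hochberg method and the threshold was 0.05. The standard error of a log2 fold change was its absolute value divided by the square root of the F statistic. CPM values were scaled by TMM, and log2 CPM used a prior count of 2 unless another offset is given. Principal components were computed on log2 CPM of the tested symbols.

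A panel of 24 genes commonly measured in doxorubicin cardiotoxicity and 21 gene sets were written before the data were examined, as were the sample groups, the designs and the first list of alternative settings. Panel results were adjusted over all tested symbols and, separately, over the panel. Gene sets with at least 5 tested members were tested with camera from limma 3.58.1 at an inter-gene correlation of 0.01. Each set's mean log2 CPM per library was also compared between the groups by a 2-sided exact permutation test, whose smallest possible p with 3 against 3 libraries is 0.1. Named genes were the 5 largest increases, the 5 largest decreases and the 10 smallest p-values among genes past the adjusted threshold with a mean CPM of at least 5, a gene symbol, and all doxorubicin values on one side of all control values, plus every tested panel gene. The result for 1 tested panel gene is not reported here by name, and the panel counts include it. Only 5 genes met the first part of that rule. Any other gene named was chosen after its values were seen.

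The alternatives chosen at that time were median-of-ratios factors, upper-quartile factors, library size only, scaling without the 20 most abundant genes, no filter, filters on mean CPM of 1 and of 5, the replicate number as a block, leaving out each library in turn, DESeq2 1.42.0, limma voom, non-robust dispersion, an inter-gene correlation estimated per set, and the rotation test fry. The replicate numbers come from the sample titles, and the labels describe no pairing of animals. The 2 alternatives on repeated symbols, voom with sample quality weights, a correction for gene span, that correction with the block, and a covariate for the level of clock genes were added after the data were examined. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 was used for table handling, permutation tests and figures.

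The procedure was tested on simulated data, with counts drawn for 9205 genes from the observed means, spreads and library sizes and 200 genes changed. edgeR recovered 59% of the 100 genes changed 2-fold and 94% of the 100 genes changed 4-fold. It called 168 genes, of which 15 (8.93%) had not been changed. The simulated gene set with a planted shift of 0.5 on the log2 scale was called by camera, and 0 others of the 18 sets were. Simulated genes varied independently of each other, so that test does not cover correlation between the members of a set.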

Results

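Transcript levels in the heart were compared between 3 rats given doxorubicin weekly for 4 weeks and 3 rats given saline. The control libraries 1, 2 and 3 held 2943015, 2219685 and 3508282 counts, and the doxorubicin libraries 1, 2 and 3 held 3070347, 3126626 and 3257243 counts. Between 8765 and 9354 symbols per library had at least 10 counts. The 20 most abundant symbols took 21.5% ± 0.649 of the counts in control and 20.5% ± 0.953 in doxorubicin libraries (SD, n = 3). Hemoglobin transcripts, a sign of blood left in the tissue, took 0.658%, 0.202% and 0.253% of the counts in control libraries 1, 2 and 3 and 0.0678%, 0.240% and 0.280% in doxorubicin libraries 1, 2 and 3. The labels gave no sequencing batch or date.

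Libraries of a group differed from each other by more than sampling noise in each pair, with a chi-square per degree of freedom of 4.32 for the closest pair, control libraries 2 and 3. Across genes, Pearson's r of log2 CPM averaged 0.961 over the 3 pairs of control libraries, 0.958 over the 3 pairs of doxorubicin libraries and 0.955 over the 9 pairs between groups. Genes are not independent replicates, and these correlations describe the libraries. The first principal component took 38.4% of the variance and set control library 1 apart, at -43.3, from the other libraries, which lay between -4.83 and 26.6. The groups were not separated on the first component (2-sided exact permutation test, p = 0.2, with 0.1 the smallest possible) or on the second (p = 0.7 by the same exact test). The common biological coefficient of variation was 0.212.

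**Figure D1:**
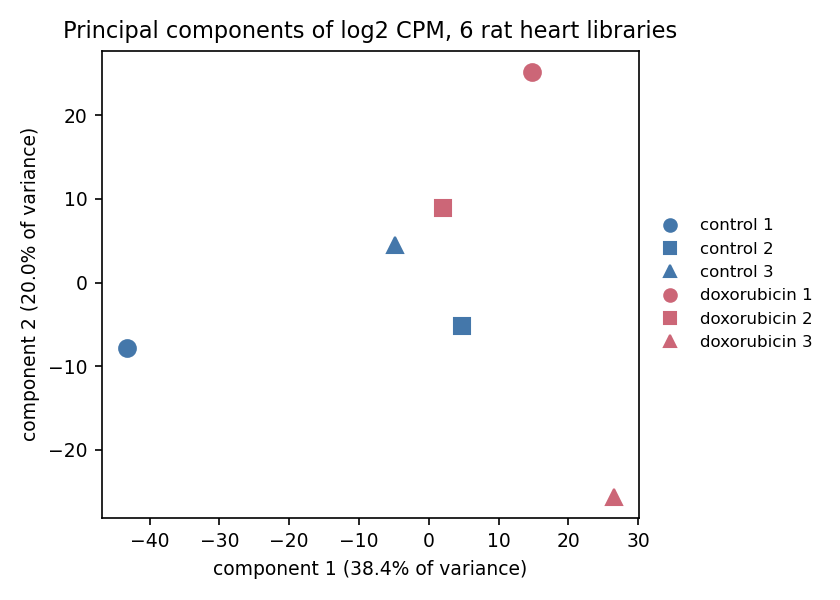
Position of each library on the first principal component (horizontal axis, 38.4% of the variance) and the second (vertical axis), in units of the component scores of log2 CPM. Colours give the group and symbols the replicate number; control library 1 lies at -43.3 on the first component and the other 5 libraries between -4.83 and 26.6.

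The main comparison asked which transcripts differed in the heart after repeated doxorubicin. Of 9205 symbols tested with edgeR's quasi-likelihood test, 5 had a Benjamini-Hochberg adjusted p-value under 0.05, 2 higher and 3 lower in doxorubicin, and all 5 changed at least 2-fold. At an unadjusted p under 0.05 there were 746 symbols, 368 higher and 378 lower, against 460.25 from chance alone. At an adjusted threshold of 0.1 there were 16. The values of the groups did not overlap for 1238 symbols, 13.4% of those tested, against 10% by chance. The count moved most with DESeq2, which called 74 of the 13048 symbols it tested without that filter, while edgeR without the filter called 61 of 13050.

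The mitochondrial uncoupling protein gene Ucp3 had the smallest adjusted p-value. Its level was 39.6 ± 11.5 CPM in control and 5.94 ± 2.93 CPM in doxorubicin hearts (SD, n = 3), from 69 to 185 counts per control library and 9 to 28 per doxorubicin library. The log2 fold change was -2.73 (SE 0.35, adjusted p 0.0194 by edgeR's quasi-likelihood test). Ryr2, which encodes the calcium release channel of the sarcoplasmic reticulum, fell from 703 ± 133 to 229 ± 80.7 CPM, a log2 fold change of -1.62 (SE 0.25). Ryr2 stood on 2 rows of the table, and 8158 of its 8160 counts were on a single row. How reads shared between the 2 rows were counted was not stated, so its level may be incomplete. Scn4b, a sodium channel beta subunit gene, fell from 188 ± 7.12 to 78.7 ± 19.5 CPM, a log2 fold change of -1.26 (SE 0.20). Tgfb2, a growth factor gene, rose from 6.18 ± 2.95 to 37.4 ± 15.6 CPM, a log2 fold change of 2.65 (SE 0.41), on 10 to 19 counts per control library. Tgm1, a transglutaminase gene, rose from 4.00 ± 1.73 to 21.5 ± 6.75 CPM, a log2 fold change of 2.45 (SE 0.40), on 8 to 15 counts per control library. These 4 genes shared the adjusted p of 0.0440 in edgeR's test. Each of the 5 differences was larger than the spread between replicates, with all 3 doxorubicin values on one side of all 3 control values. None of the 5 stayed past the threshold when the fit left out control library 1, control library 3, doxorubicin library 1 or doxorubicin library 3.

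**Figure D2:**
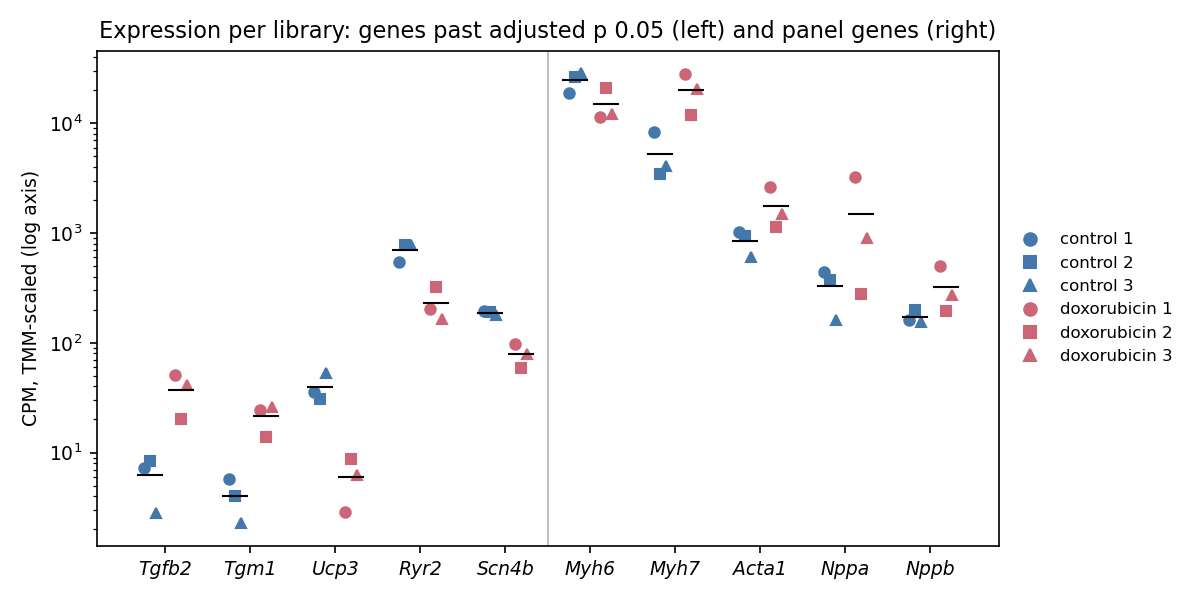
TMM-scaled CPM (vertical log axis) of the 5 genes past the adjusted threshold, left of the line, and of 5 panel genes, right of it, in each library. Points are single libraries, with colour for the group and symbol for the replicate number, and black lines are group means; Ucp3 averaged 39.6 CPM in control and 5.94 CPM in doxorubicin hearts.

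The panel of 24 genes asked whether transcripts commonly followed in doxorubicin cardiotoxicity differed. The low-count filter left 21 of them. With adjustment over all symbols 0 of the 21 passed the threshold and 8 had an unadjusted p under 0.05. With adjustment over the panel alone 7 passed. Under DESeq2, 2 panel genes passed when adjusted over all symbols. The groups did not overlap for 5 of the 21 genes, 23.8% against 10% by chance. The 5 include Mki67 and Atp2a2, whose limits are given below.

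Among the panel genes, Myh7, the beta myosin heavy chain gene, rose from 5269 ± 2641 to 20239 ± 8151 CPM (SD, n = 3), a log2 fold change of 1.94 (SE 0.36). Its edgeR adjusted p was 0.0944 over all symbols and 0.00345 over the panel. Myh6, the alpha myosin heavy chain gene, was 24591 ± 5083 CPM in control and 14821 ± 5277 CPM in doxorubicin hearts, a log2 fold change of -0.73 (SE 0.25), with an edgeR adjusted p of 0.411 over all symbols. Acta1, the skeletal alpha-actin gene, had a log2 fold change of 1.05 (SE 0.29) and an edgeR adjusted p of 0.0342 over the panel. The genes Nppb (log2 fold change 0.91), Myh6, Ankrd1 (0.84), Mki67 (-1.35) and Postn (1.27) shared an edgeR adjusted p of 0.0467 over the panel. Of these only the groups of Mki67 did not overlap, and only just. Its level was 4.20 CPM in control library 1, from 11 counts, and 4.17 CPM in doxorubicin library 1, from 13 counts. That separation depends on the scaling. Myh6 and Myh7 are close paralogs, as are Acta1 and other actin genes, and how the counting treated reads they share was not stated. Mki67 and Postn rested on few reads, at most 36 and 48 counts in any library.

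Nppa, the atrial natriuretic peptide gene, averaged 327 ± 148 CPM in control and 1477 ± 1568 CPM in doxorubicin hearts. The difference was not larger than the spread between replicates: doxorubicin libraries 1, 2 and 3 had 3252, 277 and 902 CPM, and the adjusted p in edgeR was 0.678 over all symbols. Cdkn1a, a target of the DNA damage regulator p53, was lower in each doxorubicin heart, 158 ± 8.02 CPM against 204 ± 2.04 CPM in control, with a log2 fold change of -0.37 (SE 0.17) and an edgeR adjusted p of 0.594 over all symbols. Mdm2, another such target, had a log2 fold change of -0.03 (SE 0.20). The topoisomerase genes Top2a and Top2b had log2 fold changes of -0.69 (SE 0.53) and 0.40 (SE 0.25), neither past the threshold, and Top2a rested on 5 to 30 counts per library. The collagen genes Col1a1 and Col3a1 had log2 fold changes of -0.25 (SE 0.31) and -0.31 (SE 0.33), and doxorubicin library 2 was higher for both than each control library. Atp2a2, the sarcoplasmic calcium pump gene, had only 13 to 61 counts per library. It stood on 3 rows of the table, and all of its 254 counts were on a single row. How reads shared between the rows were counted was not stated. The level of Atp2a2 may thus be incomplete, and a higher value need not be a rise of the whole gene. Its doxorubicin values lay above all control values, with a log2 fold change of 0.74 (SE 0.35) and an edgeR adjusted p of 0.615 over all symbols. For Bax, Hmox1, Tfrc, Ppargc1a and Cpt1b, no difference past the spread between replicates was detected.

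The panel genes removed by the filter were Gdf15, Timp1 and Gpx4. Gdf15 had 1, 3 and 6 counts in control libraries 1, 2 and 3 and 19, 10 and 15 counts in doxorubicin libraries 1, 2 and 3. With no filter its log2 fold change was 1.92 (SE 0.65) at an edgeR adjusted p of 0.278. Timp1 was listed at 0 in all 6 libraries. Gpx4 had 6 to 9 counts per library over 3 rows, and no difference was detectable at these counts.

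The balance of the 2 myosin heavy chain transcripts was taken as the Myh7 share of Myh6 and Myh7 counts together. It was 30.6% (Wilson 95% interval 30.2 to 30.9), 11.6% (11.3 to 11.8) and 12.5% (12.3 to 12.6) in control libraries 1, 2 and 3. In doxorubicin libraries 1, 2 and 3 it was 71.2% (70.9 to 71.4), 36.5% (36.2 to 36.7) and 62.8% (62.5 to 63.1). The group means were 18.2% ± 10.7 and 56.8% ± 18.1 (SD, n = 3). The groups did not overlap, and the 2-sided exact permutation p was 0.1, the smallest that 3 against 3 can give.

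Gene sets were compared to ask whether groups of transcripts moved together. Of 18 sets tested with camera, 7 had an adjusted p under 0.05, 2 higher and 5 lower in doxorubicin, and 8 had an unadjusted p under 0.05. The inter-gene correlation moved this count most: when it was estimated for each set, 0 sets passed and 1 had an unadjusted p under 0.05. At least 7 sets also passed in 6 of the 10 ways of splitting the 6 libraries into 3 and 3, the real split included.

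Transcripts of nuclear-encoded oxidative phosphorylation subunits were lower, with 64 of 66 below control, a median log2 fold change of -0.41 and a camera adjusted p of 1.40e-18 from limma. The set's mean log2 CPM was 9.71 ± 0.29 in control and 9.35 ± 0.09 in doxorubicin libraries (SD, n = 3). Its median log2 fold change without control library 1 was -0.21. Fatty acid oxidation transcripts were lower for 24 of 29 genes, with a median of -0.22, a camera adjusted p of 4.11e-09 from limma, and set means of 8.63 ± 0.05 and 8.27 ± 0.12. Macrophage markers were higher for 18 of 20 genes, with a median of 0.40, a camera adjusted p of 1.17e-05 from limma, and set means of 3.96 ± 0.09 and 4.47 ± 0.22. For each of these 3 sets the library means of the groups did not overlap, and the 2-sided exact permutation p was 0.1, the smallest possible.

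Erythroid and platelet markers (median log2 fold change -1.01, 10 genes) and endothelial markers (-0.10, 19 genes) were lower by camera, but their library means overlapped between the groups, with an exact permutation p of 0.3 for each. Without control library 1 the erythroid and platelet median was -0.13. Cell cycle transcripts were lower (-0.54, 15 of 21 genes), on few counts per gene, with set means of 3.05 ± 0.26 and 2.64 ± 0.23. Core circadian clock transcripts were higher by camera (median 0.57, 9 of 13 genes), with a set mean of 4.65 to 4.74 in the control libraries and 5.37, 4.76 and 5.15 in doxorubicin libraries 1, 2 and 3. Interferon response transcripts did not pass (median 0.25, adjusted p 0.0534 by camera in limma), and doxorubicin library 2 had a set mean of 5.37 against 4.23 to 4.65 in control and 4.37 and 4.31 in doxorubicin libraries 1 and 3. The median log2 fold change was 0.08 for p53 targets, 0.03 for sarcomere genes, -0.02 for collagen and matrix genes and -0.06 for cytosolic ribosomal protein genes, and none of these 4 sets passed. The exact permutation p on library means was also 0.1 for the cell cycle, clock and sarcomere sets. When counts were scaled by library size only, which moved the median of all genes from 0.02 to 0.10, the collagen and matrix median was 0.075, still below the median of all genes. The sets of mitochondrially encoded genes (0 of 13 tested), skeletal muscle markers (2 of 16) and lymphocyte markers (4 of 27) had too few tested members.

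**Figure D3:**
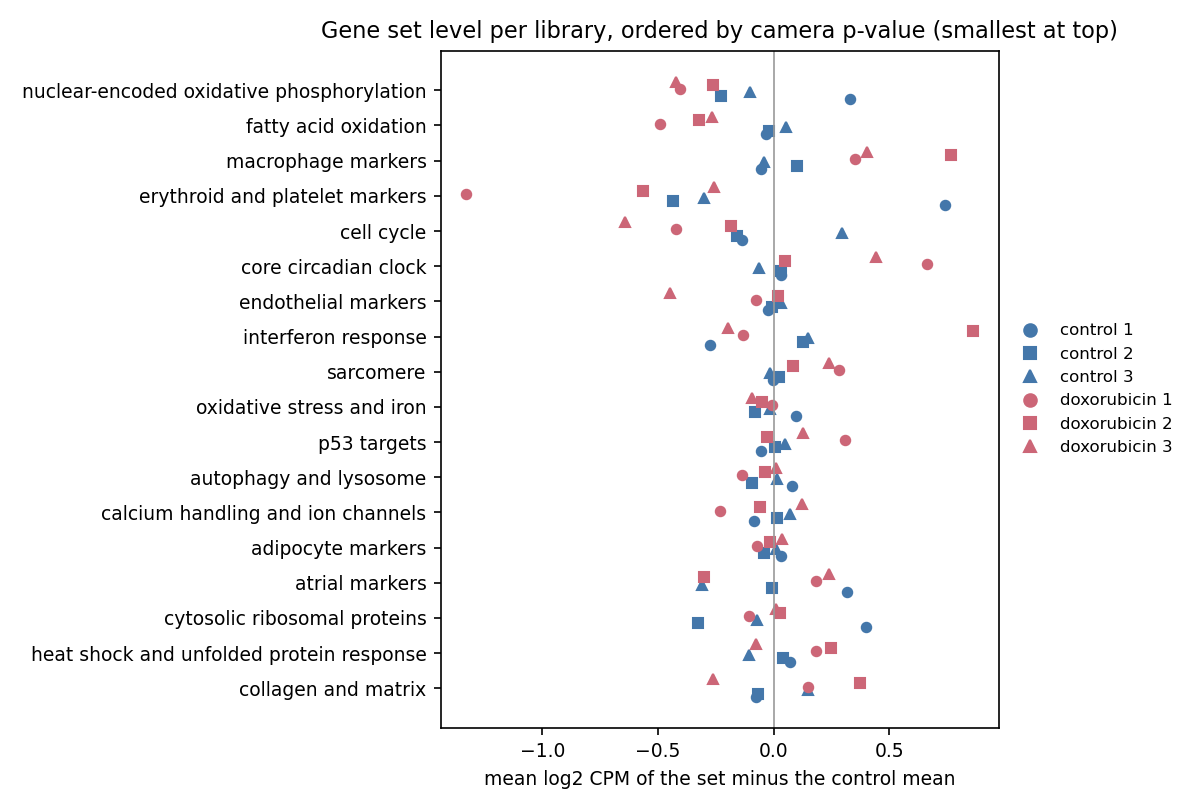
Mean log2 CPM of each gene set per library minus the mean of the control libraries (horizontal axis, log2 units), with the 18 tested sets ordered from the smallest camera p-value at the top. Points are single libraries, with colour for the group and symbol for the replicate number; for nuclear-encoded oxidative phosphorylation the control libraries average 9.71 and the doxorubicin libraries 9.35 log2 CPM.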

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

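The alternatives on repeated symbols, voom with sample quality weights, the gene span correction with or without the replicate block, and the clock covariate were chosen after the results were seen, as was the extension of non-robust dispersion to single genes; all other alternatives were planned, and each was run. The cause of a change was not tested unless a value is given for it.

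Against 5 genes past the adjusted p of 0.05, all of them changed at least 2-fold, median-of-ratios factors gave 6 genes (3 higher, 3 lower), upper-quartile factors 4 (1 higher, 3 lower, against 2 higher and 3 lower) and scaling without the 20 most abundant genes 5. Scaling by library size only gave 0 genes with or without the 2-fold requirement, 713 genes at an unadjusted p under 0.05, and 3 panel genes adjusted over the panel against 7. It moved the median log2 fold change of all genes to 0.10 from 0.02. With no filter 61 genes passed, 46 of them at least 2-fold. A mean CPM of at least 5 left 1 gene, at least 2-fold, and a mean CPM of at least 1 gave 7. Non-robust dispersion gave 1 gene, Ucp3, at least 2-fold. DESeq2, on 13048 symbols, against 13050 in edgeR with no filter, called 74 genes, 56 of them at least 2-fold, and 2 panel genes over all symbols. All 74 were tested in edgeR with the same direction and an unadjusted p under 0.05 there, and their median adjusted p in edgeR was 0.157. Voom gave 0 genes, 0 with a 2-fold change, 740 at an unadjusted p under 0.05 and 3 panel genes over the panel. With sample quality weights voom gave 14 genes, 12 of them at least 2-fold, and 1 panel gene over all symbols. Only symbols with 1 row gave 1 gene, at least 2-fold. A camera test with an estimated inter-gene correlation gave 0 gene sets (1 at an unadjusted p under 0.05) and fry gave 1, against 7.

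The fits that each left out 1 library gave from 0 to 35 genes, all at least 2-fold, from 0 to 1 panel genes over all symbols, from 1 to 9 over the panel, and from 5 to 11 gene sets. Of these 6 fits, 4 gave 0 genes, with 531 to 636 at an unadjusted p under 0.05. The fit without doxorubicin library 2 gave the 35 genes, 26 of them higher, and the 11 gene sets. It leaves out the only doxorubicin library at the level of the controls for the clock covariate. In that fit the drug therefore cannot be told apart from the difference in clock genes.

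With the replicate number as a block 13 genes passed, all at least 2-fold, along with 1 panel gene over all symbols, Myh7, 3 panel genes over the panel and 7 gene sets. Same-numbered libraries did not deviate together: the mean correlation of their deviations from the group means was -0.073 over 3 pairs (-0.19 to 0.021), and they are different animals. Log2 fold change rose with gene span across 8987 genes (Spearman's rho 0.218 before and 0.0166 after the correction). The gene span correction gave 13 genes, all at least 2-fold, and with the replicate block 16 genes, all at least 2-fold, 1 panel gene over all symbols and 3 over the panel. With the clock covariate 0 genes passed with or without a 2-fold change, 264 had an unadjusted p under 0.05, and 0 panel genes passed over the panel, with 2 at an unadjusted p under 0.05. That covariate takes a residual degree of freedom and leaves the treatment effect resting almost wholly on doxorubicin library 2, the only doxorubicin library at the level of the controls, so the loss of calls was set by the design and says nothing about the genes, and what passed or reversed under it reflects mainly that library.

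Each of the 5 genes kept its direction in every alternative in which it was tested. The log2 fold change ranged from 1.83 to 2.95 for Tgfb2, from 1.82 to 2.83 for Tgm1, from -3.10 to -2.27 for Ucp3, from -1.93 to -1.12 for Ryr2 and from -1.64 to -1.08 for Scn4b. They passed the adjusted threshold in 12, 11, 16, 12 and 11 of 23, 23, 23, 22 and 23 alternatives, respectively. The medians of oxidative phosphorylation (-0.51 to -0.21), fatty acid oxidation (-0.28 to -0.13) and macrophage markers (0.16 to 0.77) kept their direction in all 21 alternatives, passing in 19, 20 and 19 of them. The estimated inter-gene correlation and fry reuse the main medians, so direction could not change there. The erythroid and platelet, cell cycle, clock and endothelial sets passed in 18, 16, 17 and 11 of 21 alternatives. The endothelial median reversed in 2 of them.

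Some log2 changes reversed. With library size only, Mdm2 became 0.049 and the collagen set 0.075, both still below the median of all genes under that scaling, so these reversals do not go beyond the common shift. With sample quality weights Tfrc became 0.15, and with only 1-row symbols the sarcomere set became -0.016. With the clock covariate Nppa became -0.039, Top2a 0.039, Col1a1 0.39, Col3a1 0.43, Tfrc 0.11, Ppargc1a -0.069, the endothelial set 0.067, p53 targets -0.079, the collagen set 0.33 and the sarcomere set -0.044. With that covariate 7 gene sets passed, the collagen set (camera adjusted p 3.68e-06 from limma, against 3.68e-06 to 0.948 over its alternatives) and the interferon set (median 0.76, camera adjusted p 2.11e-28 from limma, against 2.11e-28 to 0.757) among them. The interferon set passed in 6 of its 21 alternatives, the gene span correction with and without the block included. When each library was left out in turn the range was -0.12 to 0.11 for Mdm2, -0.76 to 0.038 for Col1a1, -0.56 to 0.20 for Hmox1, -0.48 to 0.051 for Tfrc, -0.14 to 0.011 for the endothelial set, -0.17 to 0.41 for the interferon set, -0.15 to 0.15 for the collagen set and -0.064 to 0.12 for the sarcomere set. In those fits the interferon set passed the threshold at 0.36, 0.41 and -0.17. The collagen set passed at -0.15 and 0.15, and the sarcomere set at 0.12 and 0.041. The p53 target set passed at 0.20, without doxorubicin library 2, which was its 1 pass in 21 alternatives. For single named genes, 524 comparisons with an alternative kept direction and side of the threshold, 52 were weaker, 6 stronger and 14 reversed; for sets these numbers were 184, 25, 10 and 12. Low counts limit Gdf15, Gpx4, Top2a, Mki67 and Postn, which had under 50 counts in every library. Gpx4 stood on 3 rows of the table, so its low counts need not come from sequencing depth.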

Other observations

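The tests on clock genes, on leaving out control library 1, on sarcomere genes, on overlapping genes and on other splits of the libraries were chosen only after the results they bear on were seen; the tests on gene span, on blood and on reads shared between rows were set out before their own outcome was computed.

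Splitting the 6 libraries into 3 and 3 can be done in 10 ways, so no result can be rarer than 1 in 10. For the 5 genes past the adjusted threshold, 1 of the 10 splits, the real one, gave as many, and likewise 1 of 10 for the genes with a 2-fold change; each other split gave 0. For the 7 panel genes adjusted over the panel, 1 of 10 splits gave as many, and the others gave 0 to 4. For the gene sets, 6 of 10 splits gave at least 7, up to 9, and the remaining 4 gave 3 to 6. Of the 10 splits, 4 part all same-numbered libraries, and among these the same counts were 1, 1, 1 and 3. The other 6 part only 1 same-numbered pair. At an unadjusted p under 0.05 the split of control libraries 1 and 3 and doxorubicin library 2 from the rest gave 889 genes, more than the 746 of the real split. The number of gene sets called therefore cannot be told apart from an arbitrary grouping of these libraries, and the gene counts are at the limit of what the design can show.

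The clock genes separated libraries in a way the groups do not. Arntl was at 63.8, 71.5 and 67.6 CPM in control libraries 1, 2 and 3 and at 12.2, 83.3 and 10.3 CPM in doxorubicin libraries 1, 2 and 3. Per3 was at 2.29, 4.00 and 2.27 CPM in the controls and at 20.9, 4.06 and 23.9 CPM in the doxorubicin libraries, in the same order. Taking 7 genes that peak with Per and Dbp and 4 that peak with Arntl, the median log2 fold change was 1.36 in the former, with 7 of 7 higher, and -0.77 in the latter, with 4 of 4 lower. The next difference is the mean log2 of CPM plus 1 of the former minus that of the latter. It was -0.95, -1.26 and -1.07 in the controls and 1.71, -1.16 and 2.08 in doxorubicin libraries 1, 2 and 3 (2-sided exact permutation p 0.3). The covariate fit used the same difference on log2 CPM with a prior count of 2. A difference as far from 0 arose in 3 of the 10 splits, so the pattern cannot be told apart from an arbitrary grouping. Opposite movement of the clock arms is consistent with a shift in clock phase between libraries, such as hearts collected at another time of day, and a scaling error common to all genes would not move them apart. Whether the shift came with the drug or with the collection time was not tested, as collection times were not used here. Whether phase affects other genes in the comparison cannot be settled here: only doxorubicin library 2 shares the range of the controls, so a fit with this difference as a covariate rests its treatment effect almost wholly on that library.

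Symbols on several rows of the table had few counts. Among protein-coding symbols matched to the reference list, 98.6% of the 577 several-row symbols had several curated transcripts, against 7.14% of symbols on 1 row. The other shares in this paragraph also cover protein-coding symbols only. Of 569 symbols with several rows and several curated transcripts, 15.5% reached a mean count of 10, against 70.7% of 1029 symbols with several curated transcripts on 1 row and 60.4% of 13372 symbols with 1 transcript on 1 row. Tpm1, on 12 rows, and Slc8a1, on 9 rows, a tropomyosin and a sodium-calcium exchanger gene, had 0 counts in all libraries. Vegfa, on 14 rows, had 5 counts over all libraries, and Atp2a2, on 3 rows, had 254. These genes were chosen after their values were seen. Other genes went against the pattern: Ryr2, on 2 rows, had 8160 counts, 8158 of them on a single row, and Timp1, on 1 row, had 0. A candidate explanation for the few counts of several-row symbols is that rows stand for transcripts. Reads shared between the rows of a gene would then not have been counted, and the Ryr2 counts would leave such reads out. Overlap with a neighbouring gene is less likely: 67.4% of overlapping 1-row symbols reached a mean count of 10, against 60.1% of 1-row symbols without overlap. No biological explanation was tested, since all 6 libraries show it. For such symbols a count of 0 does not show absence of the transcript.

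Control library 1 stood apart on the first component. Its deviation from the other libraries, in log2 of CPM plus 1, fell with gene span across 8987 genes. Spearman's rho was -0.370, against -0.041 to 0.304 in the other libraries. Doxorubicin library 3 (0.304) and control library 2 (0.222) had trends the other way, so a trend was not limited to control library 1. Control library 1 is itself part of the mean that the others are compared with. Genes are not independent replicates, and the rho describes the libraries. Genes of shorter span were thus relatively more abundant in control library 1. Blood in the tissue was tested by removing erythroid genes, in a separate computation on log2 of CPM plus 1. Its first component took 38.7% of the variance with all genes. The gap from control library 1 to the next library was 0.539 of the whole range without erythroid genes and 0.547 with them. However, 9194 of the 9205 tested genes remained, so the component could hardly move and blood cannot be ruled out. A candidate explanation is a difference in RNA integrity or library preparation that acts on transcript length. Transcript length was not examined, and gene span is a different measure. Integrity values were not used here.

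The lower oxidative phosphorylation set was weighed against 4 explanations. Among 10000 random lists matched on mean expression and gene span, 0% had a median as low as -0.41. Their own median was -0.14 (-0.23 to -0.062), so part of the shift is shared with genes of like span and abundance. The genes of a list were drawn independently, so the lists do not cover correlation between set members. The 0% therefore cannot show that the set moved more than a correlated group of genes would. After the gene span correction the median was -0.33. Without control library 1 the median was -0.21, so about as much of the shift may rest on that library as on the others. A loss of cardiomyocytes would lower sarcomere genes too, and their median was 0.031. However, 12 of these genes were higher and 11 lower, from Myh7 at 1.94 to Myh6 at -0.73. A median over genes that moved both ways cannot show whether the share of cardiomyocytes changed, so that explanation stays open. A median as far from 0 arose in 2 of the 10 splits, the other being control libraries 1 and 3 and doxorubicin library 2 against the rest. The pattern cannot be told apart from an arbitrary grouping that puts control library 1 with particular others.

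The lower fatty acid oxidation set rested less on control library 1: without it the median was -0.28, against -0.22 with it, and 0.54% of 10000 matched lists had a median as low. For the higher macrophage set the median without control library 1 was 0.55, against 0.40, but 0.16 without doxorubicin library 2, so much of it may rest on that library. Of the matched lists, 0% of 10000 had a median as high. These lists too do not cover correlation between the members of a set, so neither the 0.54% nor the 0% can be read as support. For each of these sets 1 of the 10 splits, the real one, gave a median as far from 0, which is the least the design allows. Lower fatty acid oxidation transcripts and more macrophage transcripts under doxorubicin may be biological, as a hypothesis found and tested on the same data, but neither can be told apart from an arbitrary grouping with 3 libraries per group. The lower erythroid and platelet set, in contrast, likely rests mainly on control library 1, since its median of -1.01 became -0.13 without that library. Doxorubicin library 1, with the lowest set mean (5.70), contributed too: without it the median was -0.65.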
